A study of Homo sapiens with 20 samples. Its data were reported in "Naoxintong capsule decreases circulating exosomes of miR-382-5p to protect LPS-induced vascular endothelial cell injury by targeting STC1 in vitro" (2026).

How the data were processed

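RNA-seq was carried out on 20 libraries labelled as HMEC-1, an immortalised human microvascular endothelial line, in 4 groups of 5. NC cells received no treatment. The other groups received lipopolysaccharide (LPS, a component of the outer membrane of Gram-negative bacteria) at 200 ng/mL for 24 h, alone or together with 5 μg/mL of exosomes. Exosomes are small vesicles that cells release, and here they came from the blood of rats given either saline (Ctl-Exo) or Naoxintong, a Chinese herbal capsule abbreviated NXT (NXT-Exo). RNA was extracted with TRIzol and poly(A) mRNA libraries were sequenced on an Illumina platform.

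The authors deposited 1 table with whole-number read counts and FPKM values (counts scaled by gene length and library total) for each gene and library. The submitters' processing notes name HISAT2 for alignment. Its version, the counting tool, the genome build and the annotation were not given in the sources used here. Each of the 26856 table entries is either 1 of 22036 mouse Ensembl genes or 1 of 4820 unannotated loci named NewGene, although the samples are labelled as human. Gene symbols are therefore mouse symbols as the table pairs them with their identifiers. Genes named by the study or held in the human gene lists were matched to the table by symbol, ignoring case, not by an orthology table. Of the list genes, 40 (18 of them histones) had another symbol in the table and were matched through a hand-written list of older and mouse symbols, completed after the table's symbols were seen, which took 1 copy where mice have several (Scd2 for SCD, Oas1a for OAS1). IL-8, one of the 14 genes the study named, found no match by symbol and was not analysed here. Of the table's group prefixes, only LPS was also a label. NC was taken as the study's name for untreated cells, and LCE as the letters of LPS, control and exosome. The remaining prefix, LTE, was assigned to LPS+NXT-Exo by elimination. Every statement on NC, LPS+Ctl-Exo or LPS+NXT-Exo rests on these readings, and a swap of LCE and LTE would exchange the exosome groups. No coordinates, gene lengths or GC contents were used, because no mouse genome of a stated build was used here.

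Counts were tested as deposited with edgeR 4.0.16 in R 4.3.3. Low-count genes were removed by filterByExpr, which left 14525 genes, and libraries were scaled by TMM. All 20 libraries entered 1 quasi-likelihood fit of 4 group means, so that the groups shared an estimate of the spread. P-values were adjusted by Benjamini-Hochberg over the genes tested. A gene counted as changed at an adjusted p below 0.05 and a fold change of at least 2 in either direction, the thresholds of the study. Levels are CPM, counts scaled to a common library total with the TMM factors, given as mean ± SD of 5 libraries with the group named first in a comparison before the second, and log2 fold changes are given ± SE. On simulated counts for LPS vs NC over 14525 genes, 90 of 100 genes changed 3-fold and 3 unchanged genes were called, and 58 of 100 genes changed 1.5-fold, which lie under the fold minimum, and 11 unchanged genes had an adjusted p below 0.05. All other simulated genes were unchanged, unlike in the data, so these rates do not carry over to the data. The labels number the replicates, but nothing says that they came from separate cultures, so p-values measure only the spread between these libraries, which may be technical. No 2 libraries of a group agreed within sampling noise.

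There were 24 gene lists. They covered the study genes, TLR4 signalling, NF-kB targets, endothelial adhesion and activation, interferon response, endothelial identity, vascular tone, pro-apoptotic and anti-apoptotic genes, autophagy, lysosome, DNA replication, mitotic cell cycle, ER (endoplasmic reticulum) protein processing, ATF4 targets, NRF2 and antioxidant genes, cholesterol synthesis, p53 targets, hypoxia and glycolysis, mesenchymal and matrix genes, blood cell and plasma genes, epithelial genes, mitochondrial transcripts and replication-dependent histones. The 23 lists other than the study genes were tested with camera in limma 3.58.1 on log2 CPM (prior count 2) with a preset inter-gene correlation of 0.01, adjusted over the lists of a comparison. The lists, the comparisons, the tests and the rule for named genes were fixed before the data were examined. The rule took the 10 largest rises and falls of LPS vs NC and of each NXT-Exo comparison with another LPS group, and the 5 largest of the other comparisons. These genes needed a symbol, at least 5 CPM in the higher group and no overlap between the libraries of the groups. It also took the study genes, up to 4 members per described list by smallest adjusted p, and Edn1, Nos3, Icam1, Vcam1 and Il1b, whose proteins relate to those the study discussed or measured. Some genes that met the rule are not reported here.

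Totals ran from 34571220 to 51907980 counts per library. Alternatives were RLE and upper quartile scaling, DESeq2 1.42.0, limma on log2(FPKM + 1) for genes with at least 1 FPKM in 5 libraries, no low-count filter, no fold minimum, a test against a fold of 1.5 (glmTreat), a fit of only the groups compared, a replicate block, camera with an estimated correlation, fry, and leaving out each library in turn. Removing the NewGene loci and removing the mitochondrial genes were added after the data were seen. Pseudocount alternatives had been planned only for a table without counts and were not run. Overlaps between comparisons that share libraries were set beside 20 simulations of unchanged groups. Pathway over-representation used the KEGG terms in the table, a hypergeometric test over 315 pathways and a background of 6215 tested genes with a term, and was chosen after the data were seen. The authors' columns of fold changes and p-values were not used here.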

Results

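The transcriptomes of 20 libraries were measured, 5 each of untreated cells (NC), cells given LPS, cells given LPS with exosomes of saline-treated rats (LPS+Ctl-Exo), and cells given LPS with exosomes of NXT-treated rats (LPS+NXT-Exo). Library totals ran from 38091103 to 48231264 counts in NC, 34571220 to 44833014 in LPS, 35305135 to 50800452 in LPS+Ctl-Exo and 35189462 to 51907980 in LPS+NXT-Exo. The number of genes with a count ranged from 15805 to 17335 per library. Mitochondrial transcripts took 3.36% to 15.7% of the counts, and the highest share belonged to LPS+NXT-Exo replicate 4, whereas the other 4 libraries of that group averaged 4.20%. That library also had the fewest genes detected when every library was thinned to 25000000 non-mitochondrial counts, 15736 against 16408 or more in the other 19.

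The libraries are labelled as human endothelial cells, but the counts were assigned to mouse genes, and some genes that exist in mice without a one-to-one human counterpart were abundant in every library, while others such as Akr1b7 (5.85 ± 4.95 FPKM) were not. Ly6a (ENSMUSG00000075602), a surface antigen of mouse cells, averaged 242 ± 75.8 FPKM over the 20 libraries and was never below 112 FPKM. Rhox5, a gene of the reproductive homeobox cluster, averaged 567 ± 158 FPKM. The keratins Krt8 and Krt18, found in simple epithelia, averaged 396 ± 105 FPKM and 323 ± 85.6 FPKM, and vimentin (Vim), an intermediate filament of mesenchymal cells, averaged 1101 ± 176 FPKM. Most endothelial markers were low. Cdh5 (VE-cadherin) averaged 0.457 ± 0.335 FPKM, Pecam1 (CD31) 0.218 ± 0.0778 FPKM and Kdr (VEGF receptor) 0.0359 ± 0.0197 FPKM. Of the 35 endothelial identity genes, 7 reached a mean of 1 FPKM, and these were Ecscr (45.4 FPKM), Procr (33.6), Gata2 (7.03), Flt1 (5.37), Egfl7 (4.28), Nr2f2 (4.10) and Eng (1.19). All gene values that follow are those of these mouse gene entries.

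**Figure D1:**
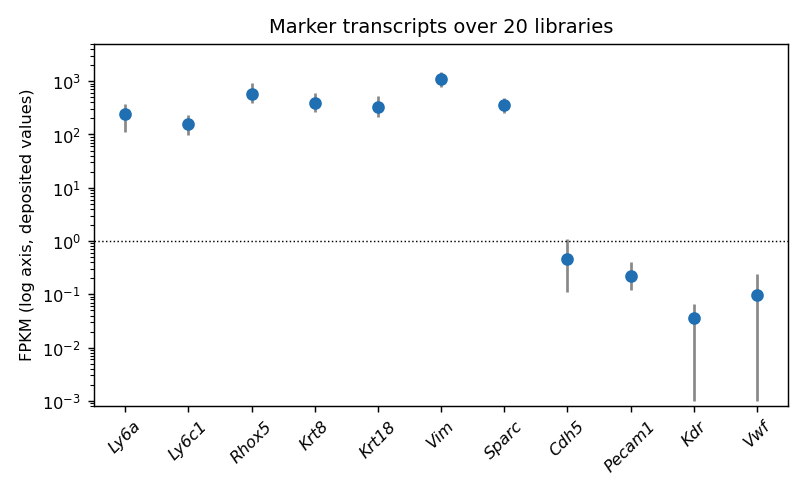
Deposited FPKM (log axis) of mouse-restricted, epithelial, mesenchymal and endothelial marker genes. Points are means over 20 libraries and lines run from the lowest to the highest library, ending at the lower edge where a library was at 0. The dotted line marks 1 FPKM, and the means of Cdh5, Pecam1, Kdr and Vwf lie under it.

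In a principal component analysis of log2 CPM, the first component held 58.0% of the variance. NC and LPS+NXT-Exo libraries lay between -62.0 and -46.3 on it, and LPS and LPS+Ctl-Exo libraries between 48.9 and 58.2. The second component held 9.49% and placed LPS+NXT-Exo replicate 4 at -64.0, apart from the others, the lowest of which lay at -22.8.

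**Figure D2:**
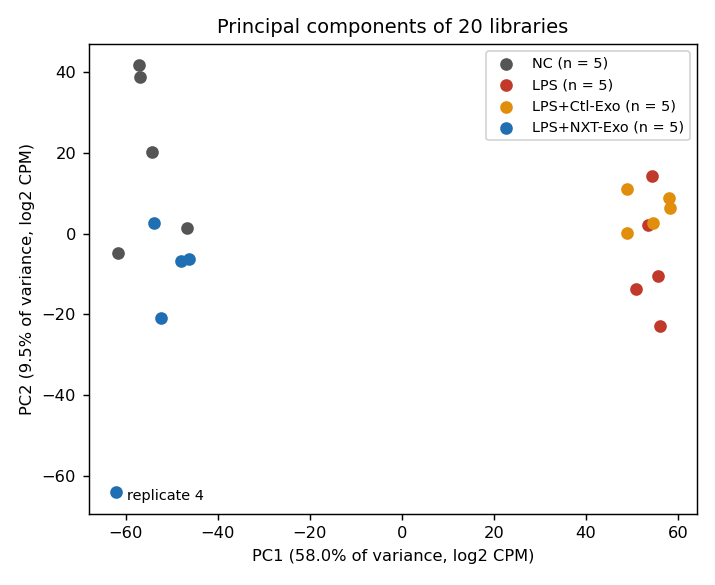
First (x axis) and second (y axis) principal component scores of the 20 libraries on log2 CPM, each point a library and each colour a group of 5. NC and LPS+NXT-Exo lie on the left and LPS and LPS+Ctl-Exo on the right, with LPS+NXT-Exo replicate 4 at -64.0 on the second component.

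LPS vs NC compared cells given LPS with untreated cells. Here and below, rises and falls are differences between labelled groups, not effects shown to come from a treatment. Genes of cell division were lower in LPS than in NC, and genes of the ER and the lysosome were higher. Plk1 (ENSMUSG00000030867), a kinase of mitotic entry, stood at 8.52 ± 2.05 against 197 ± 34.7 CPM, and Cdc20, which activates the anaphase-promoting complex, at 14.5 ± 3.04 against 249 ± 37.1 CPM. Derl3 (ENSMUSG00000009092), a component of ER-associated degradation, showed the opposite, with 54.8 ± 7.97 against 0.303 ± 0.0772 CPM. Of 14525 genes tested, 3057 changed, 1498 up and 1559 down.

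The mitotic cell cycle list fell in 34 of its 35 tested members, among them the kinase Aurka (log2 fold change -3.86 ± 0.16), the spindle checkpoint gene Bub1b (-3.17 ± 0.13) and the cyclin Ccnb1 (-3.50 ± 0.17). Its test gave an adjusted p of 1.12e-22 (limma camera, Benjamini-Hochberg adjusted) and an adjusted p = 0.104 with an estimated correlation. DNA replication genes fell in 37 of 38 (adjusted p = 1.72e-23 by the same test), including the helicase subunits Mcm6 (-2.62) and Mcm3 (-2.85) and the ligase Lig1 (-2.78). Endothelial adhesion and activation genes fell in 5 of 12 and rose in none (adjusted p = 0.000907). In that group E-selectin (Sele), a receptor for rolling leukocytes, stood at 0.796 ± 0.29 against 13.7 ± 2.72 CPM, and P-selectin (Selp) and urokinase (Plau) fell by 1.58 and 1.43 on the log2 scale. ER protein processing genes rose in 22 of 36 (adjusted p = 5.97e-15), with the disulfide isomerase Pdia4 at 2.11 ± 0.08 and Creld2 at 2.21 ± 0.10. Lysosome genes rose in 25 of 48 (adjusted p = 7.28e-15), with the sialidase Neu1 at 201 ± 24.0 against 48.2 ± 4.63 CPM and the acid lipase Lipa at a log2 fold change of 1.76. Autophagy genes rose in 5 of 36 and fell in 1 (adjusted p = 0.00109), the risers including Atg13 (199 ± 5.18 against 70.8 ± 2.34 CPM), Atg14, Map1lc3b and Gabarapl1. Adjusted over the list alone, these 6 lists had 34, 37, 5, 22, 25 and 6 changed members, the same counts as over all genes tested. The last 5 kept an adjusted p below 0.05 with an estimated correlation.

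Genes of LPS sensing and its inflammatory targets were not called as groups by camera, which compares a list with other genes. Fry, which does not, called TLR4 signalling (adjusted p = 5.41e-06) and NF-kB targets (adjusted p = 0.00126). At an adjusted p below 0.05 without a fold minimum, 12 TLR4 signalling genes were higher and 6 lower, and 5 NF-kB targets were higher and 13 lower. TLR4 signalling rose in 3 of 28 members (adjusted p = 0.389 by limma camera, Benjamini-Hochberg), and these were Irak2 (1.60), Ikbkg (1.94) and Lbp (2.01). NF-kB targets rose in 2 and fell in 4 of 27 (adjusted p = 0.272), the falls including the growth factors Csf2 (-2.35) and Csf3 (-1.52). Interferon response genes rose in 2 and fell in 2 of 32 (adjusted p = 0.389), with the chemokine Cxcl10 at -2.24. NRF2 and antioxidant genes rose in 5 and fell in 2 of 25 (adjusted p = 0.475), with haem oxygenase Hmox1 at 3.22. ATF4 targets rose in 2 and fell in 3 of 25, among the latter the mitochondrial folate enzymes Shmt2 and Mthfd2, and cholesterol synthesis genes fell in 2 of 28. The pro-apoptotic list had 2 rises and 3 falls among 25, and the anti-apoptotic list had 1 fall, Birc5, among 12. Hypoxia and glycolysis had 2 rises and 3 falls among 30, p53 targets 1 rise and 2 falls among 23, and vascular tone no change among 13. Of the cell type lists, endothelial identity had 2 rises and 4 falls among 16, mesenchymal and matrix genes 4 rises and 4 falls among 30, blood cell and plasma genes 1 rise and 1 fall among 6, and epithelial genes 1 rise and 1 fall (Epcam, -2.51) among 7. Mitochondrial transcripts had no change among 13, and replication-dependent histones 2 rises and 5 falls among 13. Camera called none of the 17 lists in this paragraph, with adjusted p from 0.121 to 0.852, and their counts adjusted over the list alone were the same. Without LPS replicate 3 it called ATF4 targets, as lower (adjusted p = 0.0396). Median, mean and test differed in sign for the anti-apoptotic, the hypoxia and glycolysis and the blood cell and plasma lists.

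Of the 14 genes the study named, 13 were tested, and 4 rose and 1 fell, which is not counted as independent evidence of direction because the study chose them with its own findings, as well as the literature, in view (5 adjusted over the list alone). Atg13 (ENSMUSG00000027244) and Atg14 rose by 1.49 ± 0.087 and 1.45 ± 0.095, the cytokine receptor subunit Il6st by 1.20 ± 0.12 and the TNF receptor family member Tnfrsf9 by 1.09 ± 0.13, the last falling to 0.99, below the fold threshold, without LPS replicate 4. Cdh5 fell, at 0.73 ± 0.152 against 2.73 ± 0.763 CPM. Tlr4 had 61.5 ± 9.84 against 36.9 ± 6.67 CPM, a log2 fold change of 0.74 ± 0.13, and its adaptor Ticam1 (TRIF) one of 0.97 ± 0.12. Both were under the fold threshold with adjusted p of 3.30e-05 and 4.89e-07 (edgeR quasi-likelihood, Benjamini-Hochberg), and Ticam1 passed it at 1.02 without NC replicate 5 and at 1.03 under upper quartile scaling. Rela (p65) was at -0.0097 ± 0.11. Bax (-0.10), Bcl2 (0.84) and Igsf8 (-0.81) stayed under the fold threshold. Stc1 stood at 9.43 ± 2.95 against 17.6 ± 4.61 CPM (log2 fold change -0.90 ± 0.23) and reached -1.12, past the threshold, without LPS replicate 4. Il6 was near the floor at 0.138 ± 0.0826 against 0.0938 ± 0.108 CPM. Among genes matching discussed proteins, Vcam1 had 27.9 ± 2.76 against 45.5 ± 8.5 CPM, Nos3 0.61 ± 0.185 against 0.722 ± 0.386 CPM and Icam1 0.0678 ± 0.0436 against 0.392 ± 0.175 CPM, while Edn1 and Il1b had too few counts to be tested in any comparison.

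Other large rises included Plin4, a lipid droplet coat protein (log2 fold change 5.60), Ogn (5.10), Otog (4.87), Sema3c (4.59), the glucuronosyltransferase Ugt1a6a (4.38), Prkg1 (3.92), Prg4 (3.79) and Scara5 (3.62). Other large falls included the helicase Pif1, the thymidine kinase Tk1 (-3.86), Hmgb3 (-4.01) and Pimreg (-3.90). With limma on log2(FPKM + 1) the count was 1349, and without a fold minimum 8980.

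**Figure D3:**
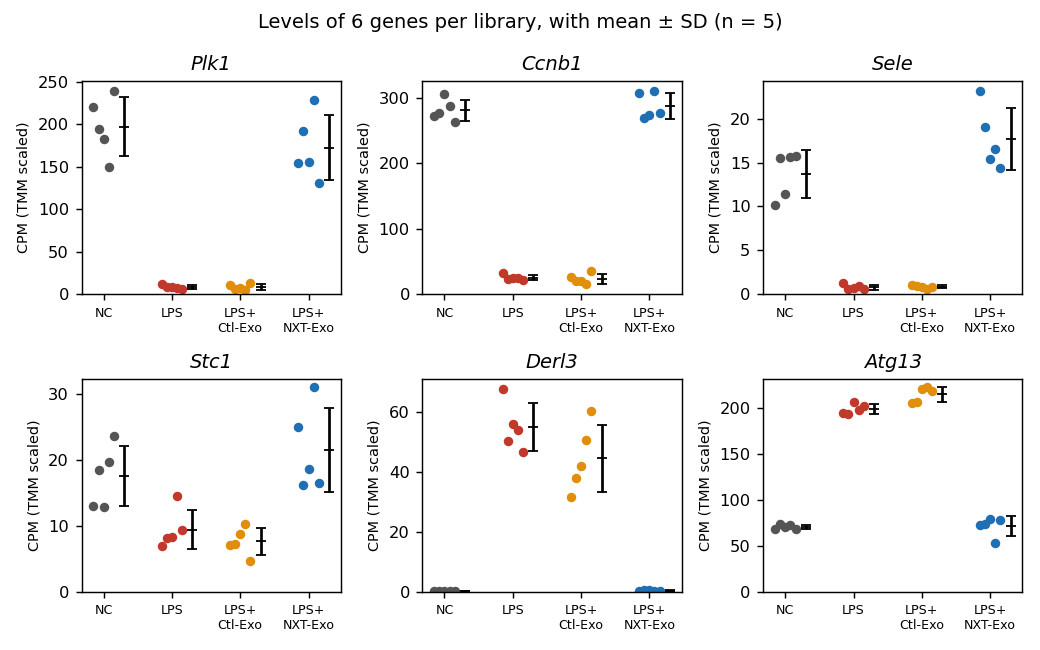
CPM of Plk1, Ccnb1, Sele, Stc1, Derl3 and Atg13 in each library (points), with mean ± SD of 5 libraries (bars) for NC, LPS, LPS+Ctl-Exo and LPS+NXT-Exo. Plk1 averaged 197 in NC, 8.52 in LPS, 8.37 in LPS+Ctl-Exo and 172 in LPS+NXT-Exo.

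LPS+NXT-Exo vs LPS compared cells given LPS with and without NXT-Exo. Cell division genes were higher with NXT-Exo, and ER and lysosome genes were lower. Plk1 stood at 172 ± 38.6 against 8.52 ± 2.05 CPM, the cyclin Ccna2 at 339 ± 81.6 against 24.2 ± 6.08 CPM and Sele at 17.7 ± 3.51 against 0.796 ± 0.29 CPM. Derl3 stood at 0.369 ± 0.144 against 54.8 ± 7.97 CPM and the sialidase Neu1 at 44.4 ± 7.9 against 201 ± 24.0 CPM. Of the genes tested, 2875 changed, 1363 up and 1512 down.

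Mitotic cell cycle genes rose in 33 of 35 (adjusted p = 1.87e-23, limma camera, Benjamini-Hochberg adjusted; adjusted p = 0.0954 with an estimated correlation), with Aurka at 3.58 ± 0.16 and Bub1b at 3.23 ± 0.13. DNA replication genes rose in 34 of 38 (adjusted p = 1.87e-23), with Mcm6 at 2.39 ± 0.11, and endothelial adhesion and activation genes in 5 of 12 (adjusted p = 0.000129), with Selp at 1.54 ± 0.11. Lysosome genes fell in 27 of 48 (adjusted p = 1.16e-16), among them Neu1 (-2.18 ± 0.11) and the hexosaminidase subunit Hexa (-1.62 ± 0.09). ER protein processing genes fell in 19 of 36 (adjusted p = 8.67e-14), among them Creld2 (-2.50 ± 0.11) and Sdf2l1 (-3.07 ± 0.15), and autophagy genes in 6 of 36 (adjusted p = 0.000715). Adjusted over the list alone, the counts were 33, 34, 5, 28, 19 and 6, and the last 5 lists kept an adjusted p below 0.05 with an estimated correlation. TLR4 signalling fell in 3 of 28, again Irak2, Ikbkg and Lbp, and was not called by camera (adjusted p = 0.936). NF-kB targets rose in 6 and fell in 1 of 27 and were not called by camera (adjusted p = 0.214). Fry called both lists (adjusted p = 0.036 and 0.00116). NRF2 and antioxidant genes rose in 1 and fell in 4 of 25 (5 adjusted over the list alone) and were not called (adjusted p = 0.12), and among them Hmox1 fell by 3.27 and the ferritin chain Ftl1 by 2.30 on the log2 scale.

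Of the study genes, 2 rose and 3 fell (5 adjusted over the list alone), again not counted as independent evidence. Cdh5 rose, at 3.25 ± 0.718 against 0.73 ± 0.152 CPM, and so did Stc1, at 21.5 ± 6.4 against 9.43 ± 2.95 CPM, a log2 fold change of 1.18 ± 0.23 with an adjusted p of 0.000147 (edgeR quasi-likelihood, Benjamini-Hochberg). Atg13 (-1.48 ± 0.087), Atg14 (-1.28 ± 0.094) and Tnfrsf9 (-1.22 ± 0.13) fell. Ticam1 was at -0.99 ± 0.12, just under the fold threshold, and passed it at -1.10 without LPS+NXT-Exo replicate 4 and at -1.07 under upper quartile scaling. Tlr4 had a log2 fold change of -0.21 ± 0.13, Rela -0.11 ± 0.11, Il6st -0.79 ± 0.12, Bax -0.46 ± 0.19, Bcl2 -0.51 ± 0.13 and Igsf8 0.47 ± 0.11. Vcam1 stood at 52.0 ± 2.71 against 27.9 ± 2.76 CPM, under the fold threshold, and Nos3 at 0.599 ± 0.198 against 0.61 ± 0.185 CPM.

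Mitochondrial transcripts rose in 7 of 13 members, and camera did not call the list (adjusted p = 0.466, Benjamini-Hochberg). LPS+NXT-Exo replicate 4 held 15.7% mitochondrial counts. Without it the calls of 4 named members were lost, as the log2 fold change of mt-Nd1 went from 1.12 to 0.38, that of mt-Nd2 from 1.47 to 0.24, that of mt-Nd4l from 1.56 to 0.023 and that of mt-Nd6 from 1.64 to -0.063. The count of changed genes was 1239 with limma on log2(FPKM + 1) and 8478 without a fold minimum.

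LPS+NXT-Exo vs LPS+Ctl-Exo compared exosomes of NXT-treated and saline-treated rats in cells given LPS. Cell division genes were higher and ER and lysosome genes lower with NXT-Exo. The helicase Pif1 stood at 25.6 ± 2.8 against 1.05 ± 0.364 CPM, the hyaluronan receptor Hmmr at 255 ± 54.8 against 12.9 ± 4.75 CPM and the mitotic kinesin Kif20a at 237 ± 52.0 against 14.2 ± 5.81 CPM. Hmox1, which breaks down haem, stood at 37.3 ± 8.49 against 465 ± 44.4 CPM, and Angptl4, an inhibitor of lipoprotein lipase, at 17.9 ± 3.26 against 198 ± 56.3 CPM. Between these groups 2839 genes changed, 1506 up and 1333 down.

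Mitotic cell cycle genes rose in 33 of 35 (adjusted p = 3.28e-24, limma camera, Benjamini-Hochberg adjusted; adjusted p = 0.0851 with an estimated correlation) and DNA replication genes in 33 of 38 (adjusted p = 8.28e-23). Endothelial adhesion and activation genes rose in 8 of 12 (adjusted p = 7.60e-05), including Sele (4.42 ± 0.22) and Plau (1.61 ± 0.12). Cholesterol synthesis genes rose in 10 of 28 (adjusted p = 1.33e-05; adjusted p = 0.519 with an estimated correlation), including the isomerase Idi1 (2.10 ± 0.16) and the desaturase Fads2 (2.26 ± 0.23). NF-kB targets rose in 6 of 27 (adjusted p = 0.0362; adjusted p = 0.599 with an estimated correlation; adjusted p = 0.0835 without LPS+Ctl-Exo replicate 1), including Csf2 (2.54 ± 0.26) and the chemokine Ccl20 (1.58 ± 0.20). Lysosome genes fell in 28 of 48 (adjusted p = 2.39e-17), ER protein processing genes in 20 of 36 (adjusted p = 2.36e-15) and autophagy genes in 6 of 36 (adjusted p = 2.39e-05). Adjusted over the list alone, the counts were 33, 33, 8, 10, 6, 29, 20 and 6 in this order, and the 5 lists other than mitotic cell cycle, cholesterol synthesis and NF-kB targets held with an estimated correlation. Mitochondrial transcripts rose in 8 of 13, and without LPS+NXT-Exo replicate 4 mt-Nd1 went from 1.38 to 0.64, mt-Nd2 from 1.75 to 0.52, mt-Nd4 from 1.47 to 0.22 and mt-Nd4l from 2.16 to 0.63 on the log2 scale.

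Among the study genes, Cdh5 (2.40 ± 0.23) and Stc1 (1.49 ± 0.23) rose, and Atg13 (-1.59 ± 0.087), Atg14 (-1.29 ± 0.094) and Ticam1 (-1.04 ± 0.12) fell (5 adjusted over the list alone, not counted as independent evidence). Ticam1 was under the fold threshold without LPS+Ctl-Exo replicate 5 (-0.96) and without LPS+NXT-Exo replicate 1 (-0.96) or 2 (-0.99). Tlr4 (0.072 ± 0.13), Rela (-0.23 ± 0.11) and Tnfrsf9 (-0.77 ± 0.13) did not pass. Vcam1 rose, at 52.0 ± 2.71 against 24.3 ± 5.31 CPM. The count of changed genes was 1220 with limma on log2(FPKM + 1) and 8420 without a fold minimum.

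**Figure D4:**
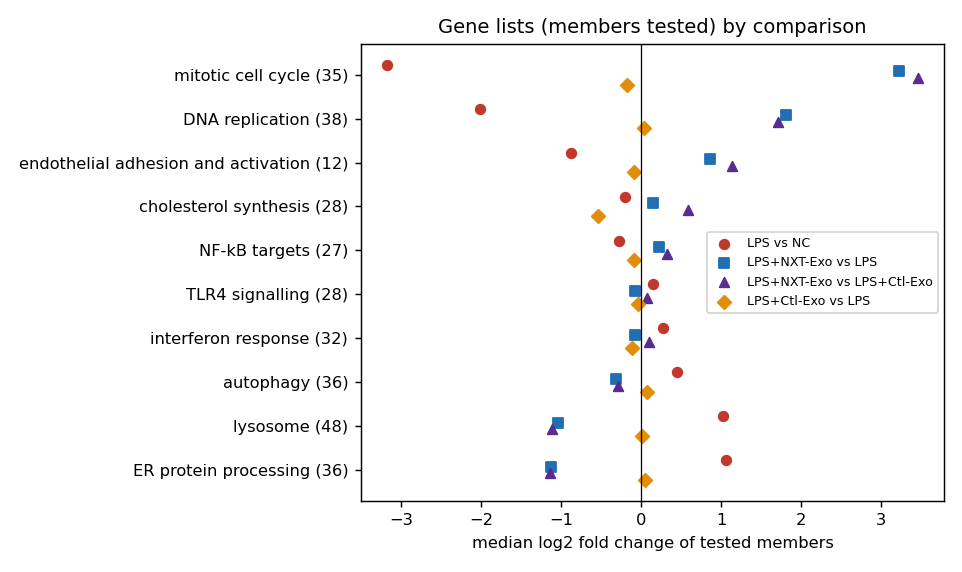
Median log2 fold change (x axis) of the tested members of 10 gene lists (y axis, members tested in brackets), 1 symbol per comparison. Medians of the mitotic cell cycle list were -3.17 in LPS vs NC, 3.23 in LPS+NXT-Exo vs LPS, 3.46 in LPS+NXT-Exo vs LPS+Ctl-Exo and -0.18 in LPS+Ctl-Exo vs LPS.

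LPS+Ctl-Exo vs NC asked how cells given LPS with control exosomes differed from untreated cells. Cell division genes fell and ER and lysosome genes rose. Plk1 stood at 8.37 ± 3.36 against 197 ± 34.7 CPM, Hmgb3 at 1.86 ± 0.432 against 36.8 ± 6.13 CPM and the neuropeptide Spx at 0.369 ± 0.376 against 10.7 ± 1.86 CPM. Derl3 stood at 44.4 ± 11.3 against 0.303 ± 0.0772 CPM and Plin4 at 23.2 ± 4.29 against 0.585 ± 0.174 CPM. In all 2796 genes changed, 1227 up and 1569 down.

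Mitotic cell cycle genes fell in 33 of 35 (adjusted p = 1.46e-24, limma camera, Benjamini-Hochberg adjusted; adjusted p = 0.082 with an estimated correlation), DNA replication genes in 35 of 38 (adjusted p = 1.53e-24) and endothelial adhesion and activation genes in 7 of 12 (adjusted p = 0.00023). Cholesterol synthesis genes fell in 7 of 28 (adjusted p = 3.66e-06; adjusted p = 0.452 with an estimated correlation), including Idi1 (-1.79 ± 0.15), Fads2 (-2.24 ± 0.23) and the thiolase Acat2 (-1.69 ± 0.18). Lysosome genes rose in 25 of 48 and fell in 1 (adjusted p = 2.76e-16), ER protein processing genes rose in 23 of 36 (adjusted p = 2.05e-17), and autophagy genes rose in 5 of 36 and fell in 1 (adjusted p = 2.41e-05). Adjusted over the list alone, the counts were 33, 35, 7, 7, 26, 23 and 6, and the other 5 lists held with an estimated correlation. NF-kB targets, of which 1 rose and 4 fell among 27 (5 adjusted over the list alone), were not called by camera (adjusted p = 0.0571). Camera called them as lower without NC replicate 1 or LPS+Ctl-Exo replicate 4 or 5 (adjusted p = 0.0468, 0.0432 and 0.0188). Fry called them with all libraries (adjusted p = 3.15e-05). Of the study genes, Atg13 (1.60 ± 0.087), Atg14 (1.47 ± 0.095), Bcl2 (1.05 ± 0.14), Ticam1 (1.02 ± 0.12) and Il6 rose, and Cdh5 (-2.14 ± 0.23) and Stc1 (-1.20 ± 0.23) fell (7 adjusted over the list alone, not counted as independent evidence). Bcl2 was at 0.98 without NC replicate 2, and Ticam1 at 0.99, 0.95 and 0.94 without NC replicate 3, NC replicate 4 and LPS+Ctl-Exo replicate 5. Il6 was near the floor at 0.292 ± 0.12 against 0.0938 ± 0.108 CPM, and its call was lost with DESeq2 and when any of 8 of the 10 libraries was left out, NC replicates 1, 2, 3 and 5 and LPS+Ctl-Exo replicates 2 to 5, at log2 fold changes of 1.23 to 1.62. The haemoglobin genes Hba-a1 (3.16 ± 0.50) and Hbb-bs (2.49 ± 0.55) rose, both at low levels (1.39 against 0.154 CPM and 0.951 against 0.165 CPM). The count of changed genes was 1222 with limma on log2(FPKM + 1) and 8401 without a fold minimum.

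LPS+Ctl-Exo vs LPS compared cells given LPS with and without control exosomes. Fgf21, a hormone of the starvation response, stood at 67.2 ± 19.6 against 31.3 ± 11.6 CPM and was the only riser to meet the naming rule. The pro-apoptotic BH3-only gene Bmf stood at 18.1 ± 4.59 against 37.0 ± 7.26 CPM and was the only such gene to fall. Hba-a1 rose by 2.49 ± 0.47 and Hbb-bs by 2.14 ± 0.54 on the log2 scale, both at low levels (1.39 against 0.243 CPM and 0.951 against 0.212 CPM). Summed haemoglobin genes stood at 6.79 CPM in LPS+Ctl-Exo replicate 2 and at 1.39 to 2.66 CPM in the others of that group. Summed over 9 heart muscle genes picked after their values were seen, among them Myh6, Myh7, Myl2 and Actc1, levels were 11.6 ± 3.8 CPM in LPS+Ctl-Exo, 2.51 ± 0.419 CPM in LPS, 2.11 ± 0.401 CPM in NC and 2.88 ± 2.67 CPM in LPS+NXT-Exo. In total 36 genes changed, 11 up and 25 down, and 2776 had an unadjusted p below 0.05.

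Cholesterol synthesis genes were lower as a group (median log2 fold change -0.54, adjusted p = 7.67e-20, limma camera, Benjamini-Hochberg adjusted), with none of 28 members changed. Insig1 was at -0.93 ± 0.15 and Idi1 at -0.85 ± 0.15, and Insig1 passed the fold threshold at -1.08 without LPS+Ctl-Exo replicate 4. ATF4 targets were higher (median 0.36, adjusted p = 3.76e-09 by the same test) and mitotic cell cycle genes lower (median -0.18, adjusted p = 0.0078), with no member changed, and in all 3 lists none changed adjusted over the list alone. With an estimated correlation the 3 calls were lost (adjusted p = 0.197, 0.53 and 0.722 with an estimated correlation). The mitotic cell cycle call was also lost without LPS replicate 1 or 3 or LPS+Ctl-Exo replicate 2 or 4 (adjusted p = 0.141, 0.0587, 0.124 and 0.326). Camera called 5 lists without LPS+Ctl-Exo replicate 5, when NF-kB targets and interferon response were added, both lower (adjusted p = 0.0124 each). Interferon response was also called as lower without LPS replicate 2 or 5 or LPS+Ctl-Exo replicate 4 (adjusted p = 0.0442, 0.0361 and 0.0029), NF-kB targets as lower without LPS replicate 4 (0.0494), hypoxia and glycolysis as lower without LPS replicate 1 or LPS+Ctl-Exo replicate 3 or 4 (0.000821, 0.0421 and 0.00505) and ER protein processing as higher without LPS replicate 1 (0.0443). None of the 13 tested study genes changed, and Stc1 was at -0.30 ± 0.23, Atg13 at 0.11 ± 0.085 and Tlr4 at -0.28 ± 0.13.

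The count of 36 moved with single libraries, to 5, 19, 74, 2 and 8 without LPS replicates 1 to 5 and to 6, 3, 12, 45 and 19 without LPS+Ctl-Exo replicates 1 to 5. Fgf21 lost its call without LPS replicate 1, 2, 4 or 5 or LPS+Ctl-Exo replicate 1, 2, 3 or 5 (0.91 to 1.17), Bmf without LPS replicate 1 or 4 or LPS+Ctl-Exo replicate 1, 2 or 5 (-0.99 to -0.94), Hba-a1 without LPS replicate 1 or 4 or LPS+Ctl-Exo replicate 2 (1.85 to 2.69), and Hbb-bs without 8 libraries, all but LPS replicate 3 and LPS+Ctl-Exo replicate 4 (1.63 to 2.48). Other settings gave 55 genes with DESeq2, 3 with limma on log2(FPKM + 1), 0 with glmTreat, 70 with only these 10 libraries, 273 without a fold minimum and 18 without the NewGene loci.

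LPS+NXT-Exo vs NC asked how far cells given LPS and NXT-Exo lay from untreated cells. The nuclear receptor Nr2c2 stood at 48.2 ± 11.5 against 20.1 ± 10.8 CPM, the copper transporter Atp7a at 13.9 ± 3.81 against 5.99 ± 2.84 CPM and the ubiquitin ligase Rnf125 at 14.4 ± 3.0 against 6.9 ± 2.5 CPM. Ppih, a cyclophilin of the spliceosome, stood at 12.3 ± 4.76 against 28.9 ± 4.16 CPM. In total 62 genes changed, 37 up and 25 down, and 5243 had an unadjusted p below 0.05.

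DNA replication genes were lower as a group (median log2 fold change -0.24, adjusted p = 0.00291, limma camera, Benjamini-Hochberg adjusted; adjusted p = 0.881 with an estimated correlation), with none of 38 members changed, also adjusted over the list alone. Rfc2 was at -0.45 ± 0.11 and Rnaseh2a at -0.47 ± 0.11. No study gene changed, with Tlr4 at 0.53 ± 0.13, Cdh5 at 0.25 ± 0.21, Stc1 at 0.29 ± 0.23 and Atg13 at 0.013 ± 0.086. Without a fold minimum, 2 study genes were higher and 2 lower at an adjusted p below 0.05. Fry called TLR4 signalling (adjusted p = 0.00436) and the anti-apoptotic list (adjusted p = 0.00938). Among mitochondrial transcripts, mt-Nd4l was at 1.42 ± 0.53, and at -0.12 without LPS+NXT-Exo replicate 4, and it passed both thresholds at 1.64 to 1.69 without NC replicate 5 or LPS+NXT-Exo replicate 2, 3 or 5.

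The count of 62 moved to 0, 38, 0, 123 and 145 without NC replicates 1 to 5 and to 1, 145, 82, 58 and 80 without LPS+NXT-Exo replicates 1 to 5, and the calls of Nr2c2, Atp7a, Rnf125 and Ppih were lost without NC replicate 1 or 3 or LPS+NXT-Exo replicate 1 (log2 fold changes of 1.07 to 1.11 for Nr2c2, 1.01 to 1.06 for Atp7a, 0.92 to 0.97 for Rnf125 and -1.43 to -1.18 for Ppih). With only these 10 libraries, or with glmTreat, edgeR called 0 genes, limma on log2(FPKM + 1) called 7, and 2580 passed without a fold minimum.

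The last question was how far the NXT-Exo comparisons ran opposite to LPS vs NC. Of the 3057 genes changed in LPS vs NC, 2257 (73.8%) changed the other way in LPS+NXT-Exo vs LPS, 1100 that rose in LPS vs NC and 1157 that fell, and 0 changed the same way. Plk1, Sele, Derl3 and Neu1 were among them. Independent lists would share 156 and 146. Unchanged groups sharing the LPS libraries gave at most 0 in 20 simulations. Those simulations held no true change, so hardly any gene could be called and the 0 is no baseline for the 2257. Across genes, which are not independent replicates, the fold changes had r = -0.92 (simulated mean -0.50) and a covariance of -0.90 (simulated -0.028). The simulated r comes from groups with no true change, so it is no baseline for r in these data. With the LPS libraries split between the comparisons, 20 splits gave 1889 to 2190 such genes. LPS+NXT-Exo vs LPS+Ctl-Exo shares no library with LPS vs NC, and 1979 genes (64.7%) were opposed there, 887 that rose in LPS vs NC and 1092 that fell, where independent lists would share 137 and 162, with r = -0.84 across genes.

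For control exosomes, 9 of the 3057 genes changed the other way in LPS+Ctl-Exo vs LPS and 5 the same way. Independent lists would share 2.58 and 1.18 opposed genes. Across genes r was -0.20 and the covariance was -0.070 (simulated -0.028). The simulated r of -0.50 comes from groups with no true change, so it cannot be set against the -0.20. Splitting the LPS libraries gave 0 to 30. The 9 became 2, 24, 0 and 3 without LPS replicates 1, 3, 4 and 5, and 1, 1, 4 and 3 without LPS+Ctl-Exo replicates 1, 2, 3 and 5. With DESeq2 there were 15, and without a fold minimum 135.

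**Figure D5:**
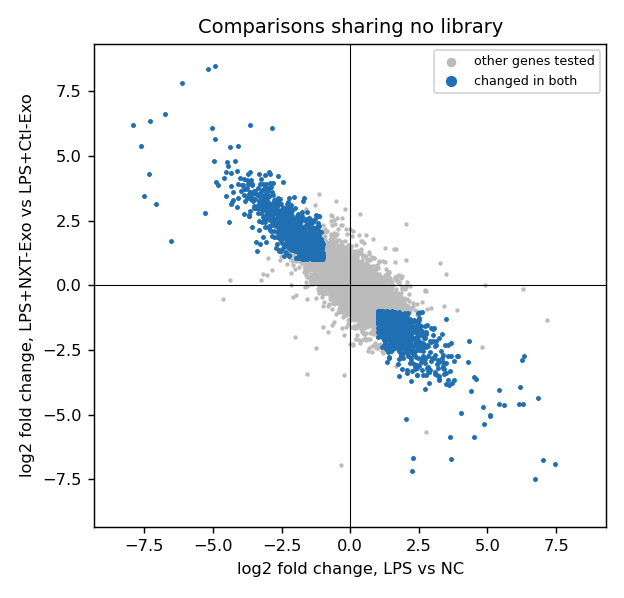
Log2 fold change in LPS vs NC (x axis) against that in LPS+NXT-Exo vs LPS+Ctl-Exo (y axis), each point 1 of 14525 genes tested. The 1979 blue genes changed in both and lie in the upper left and lower right quadrants.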

Values the study reported

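The study called a gene changed at a fold change of at least 2 or at most 0.5 with an FDR below 0.05. It treated cells with 200 ng/mL LPS and 5 μg/mL exosomes. From miRNA sequencing of the exosomes it reported 12 differentially expressed miRNAs, 7,707 predicted target genes, and 2,384 genes shared by these targets and the differentially expressed genes of the cells.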

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

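In this part, the splits of LPS+NXT-Exo vs NC with all libraries in the fit and the tests of human reads, rat exosome RNA, mouse non-endothelial cells, library depth, the NF-kB response and the Ctl-Exo libraries were chosen after the results had been seen.

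In 9 of 108 groups of 5 libraries looked at, 1 value lay far from the other 4, where chance gives about 1 in 20 groups. LPS+NXT-Exo replicate 4 had 15.7% mitochondrial counts (others 3.36% to 4.76%), 15.9% of its counts in its top 10 genes (others 5.28% to 6.47%) and Atg13 at 52.8 CPM (others 72.3 to 79.8). LPS+Ctl-Exo replicate 3 had 17136 genes detected (others 16791 to 16852). In LPS+Ctl-Exo replicate 5 the top 10 genes took 7.99% of counts (others 6.83% to 7.06%), and Ticam1 was at 122 CPM (others 91.7 to 99.3). Rela was at 83.8 CPM in LPS+Ctl-Exo replicate 1 (others 98.4 to 102). Tnfrsf9 was at 65.7 CPM in LPS replicate 4 (others 46.8 to 51.8), and Ccnb1 at 31.7 CPM in LPS replicate 1 (others 21.6 to 24.2). A further result was a difference between groups: levels differed in 2839 genes by edgeR's test of LPS+NXT-Exo against LPS+Ctl-Exo.

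The libraries are labelled as human endothelial cells and hold counts of mouse genes. Human reads placed on a mouse genome would leave Ly6a near 0, and its lowest level was 112 FPKM. RNA from the rat exosomes would leave libraries without exosomes poorer, and the ratio of mean totals was 1.01. Mouse cells may be the source, since Ly6a and Rhox5 were abundant. These cells may not be endothelial, since 7 of 35 endothelial identity genes reached 1 FPKM while the epithelial keratin Krt8 was abundant. Whether the table belongs to another experiment or the cells were not HMEC-1 stays open.

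NC and LPS+NXT-Exo stood apart from LPS and LPS+Ctl-Exo. A difference in library depth would separate the mean totals, and their ratio was 1.06. An NF-kB response at 24 h as the cause would raise NF-kB targets, and their median log2 fold change in LPS vs NC was -0.27 (95% bootstrap interval over 27 genes -0.67 to 0.079). Culture state, such as density or spent medium, could lower mitotic and raise lysosome genes together, and within groups those scores had r = -0.11 (permutation p = 0.731) and rho = -0.26 (p = 0.321) over 20 libraries, and r = -0.32 without the 2 farthest, which leaves it open. The treatments themselves, and any batch that follows the groups, also stay open.

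Heart muscle and haemoglobin transcripts were higher in LPS+Ctl-Exo. A trace of heart RNA, or reads from another library, was tested beforehand on 21 heart genes not yet looked at, and their summed level was 1.13 ± 0.070 (SE) times that of LPS (exact two-sided permutation p = 0.0714, 5 against 5), short of the 2-fold predicted and low enough to meet the bound set beforehand for no trace. After that miss, 5 of the 21 genes (Ldb3, Myom1, Cox6a2, Tnnc1 and Hrc) were found to make up 93.0% of the sum in LPS, a baseline that could hide a small trace. The rest, all at low levels, were higher in LPS+Ctl-Exo than in LPS, such as Csrp3 (0.268 against 0.0703 CPM) and Smpx (0.182 against 0.0111 CPM). The exceptions were Tcap (0.0193 against 0.0387 CPM) and Rpl3l (0 against 0.0141 CPM), which were lower, and Cox8b, which had no count. Of the genes higher than in LPS, Nppb (0.734 against 1.52 CPM in NC), Casq2 (0.413 against 0.416 CPM) and Myoz2 (0.176 against 0.200 CPM) were not above NC, while the others were. Nppb (1.49 CPM) and Casq2 (0.492 CPM) were also higher in LPS+NXT-Exo. These values were looked at after the miss, so a trace stays open. For Ctl-Exo acting on the cells or bringing the RNA, 0 of 15 libraries without Ctl-Exo reached the lowest LPS+Ctl-Exo library (8.12 CPM over the 9 genes first seen), a bound chosen with those values known. LPS+NXT-Exo replicate 1 came closest at 7.26 CPM, while the others of its group were at 2.58 or less. The summed haemoglobin genes did not separate in this way. They stood at 1.55 CPM in LPS+NXT-Exo replicate 1, above LPS+Ctl-Exo replicate 4 at 1.39 CPM.

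Other splits of the 10 libraries of each comparison into 5 and 5 were tried, 100 of 126 per comparison, in fits of those libraries alone. Only the real split gave as many changed genes for LPS vs NC (2866, highest other split 1) and LPS+NXT-Exo vs LPS (2610, highest other 1). The same held for LPS+NXT-Exo vs LPS+Ctl-Exo (2558, highest other 1), LPS+Ctl-Exo vs NC (2590, highest other 1) and LPS+Ctl-Exo vs LPS (70, highest other 4). Every other split mixes the groups, which widens the spread, so well separated groups left little room for another outcome. As the libraries may be technical, these splits cannot exclude chance differences between cultures. For LPS+NXT-Exo vs NC the real split called 0 genes in such a fit (highest other 45), so that 100 of 100 splits counted as large whatever they gave, which says nothing on its 62 genes. With the other groups kept in the fit, a test added after that, the real split called 62, the highest other 150, and 5 of 100 splits were as large, so that chance was not excluded.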

How the results depend on the processing

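In this part, removing the NewGene loci and removing the mitochondrial genes were chosen after the data were seen. With limma on log2(FPKM + 1) the changed genes were 1349 in LPS vs NC, 1239 in LPS+NXT-Exo vs LPS, 1220 in LPS+NXT-Exo vs LPS+Ctl-Exo, 1222 in LPS+Ctl-Exo vs NC, 3 in LPS+Ctl-Exo vs LPS and 7 in LPS+NXT-Exo vs NC. Without a fold minimum they were 8980, 8478, 8420, 8401, 273 and 2580, and the genes opposed to LPS were 6817 (NXT-Exo over LPS), 6030 (NXT-Exo over Ctl-Exo) and 135 (Ctl-Exo over LPS). LPS+Ctl-Exo vs LPS gave 55 with DESeq2, 0 with glmTreat, 70 with only those 10 libraries and 18 without the NewGene loci, LPS+NXT-Exo vs NC gave 0 with glmTreat and 0 with only its libraries, and genes opposed by Ctl-Exo were 15 with DESeq2. The cause was not tested. Leaving out 1 library gave 2 to 74 genes in LPS+Ctl-Exo vs LPS, 0 to 145 in LPS+NXT-Exo vs NC, 0 to 24 opposed by Ctl-Exo, and 2 to 5 lists in LPS+Ctl-Exo vs LPS. All other counts stayed within 1.5 times.

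With an estimated correlation camera called 5 lists in LPS+NXT-Exo vs LPS+Ctl-Exo, 0 in LPS+Ctl-Exo vs LPS and 0 in LPS+NXT-Exo vs NC. Fry, which does not compare a list with other genes, called 14 in LPS vs NC, 15 in LPS+NXT-Exo vs LPS, 17 in LPS+NXT-Exo vs LPS+Ctl-Exo, 17 in LPS+Ctl-Exo vs NC and 2 in LPS+NXT-Exo vs NC. Of 690 pairs of a named gene and a comparison, 54 gained or lost a call in some alternative, and 1 that had been called changed sign, mt-Nd6 in LPS+NXT-Exo vs LPS whose value ran from -0.063 (without LPS+NXT-Exo replicate 4) to 1.94 when 1 library was left out. Some pairs that had not been called changed sign too, mt-Nd4l in LPS+NXT-Exo vs NC among them. Same-numbered libraries did not deviate together (r from -0.15 to 0.27, 4 of 30 pairs above 0.1, and 5 of 20 libraries closest to their own number), and the replicate block gave 3052, 2830, 2820, 2794, 31 and 61 genes and ended 8 calls of genes that met the naming rule, among them mt-Nd1, mt-Nd2, mt-Nd4l and mt-Nd6 in LPS+NXT-Exo vs LPS, mt-Nd4 in LPS+NXT-Exo vs LPS+Ctl-Exo, Il6 in LPS+Ctl-Exo vs NC and Hbb-bs in LPS+Ctl-Exo vs LPS, and it added interferon response to the lists called in LPS+Ctl-Exo vs LPS. At these depths 58 of 100 simulated 1.5-fold changes in LPS vs NC had an adjusted p below 0.05. The simulation changed far fewer genes than the 8980 with an adjusted p below 0.05 in the data. Its adjustment was therefore stricter, and the 58 is no measure of the share found in the data.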

Other observations

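In this part, the pathway tests were chosen after the results had been seen, and the test of ribosome biogenesis genes was written before its result. Over-represented among the genes that fell in LPS vs NC (hypergeometric test, Benjamini-Hochberg over 315 KEGG pathways) were homologous recombination (23 of 42, adjusted p = 4.44e-10), mismatch repair (16 of 24, adjusted p = 1.07e-08) and the Fanconi anemia pathway (24 of 53, adjusted p = 1.40e-08), which mends DNA crosslinks. These share genes with replication, and without 51 replication genes homologous recombination (17 of 34) and the Fanconi anemia pathway (21 of 50) were still over-represented (adjusted p = 6.94e-07 each), while mismatch repair (3 of 7) was too small to test. Spliceosome genes (48 of 167, adjusted p = 1.07e-08) and the one-carbon folate pool, which feeds nucleotide synthesis (8 of 17, adjusted p = 0.00605), were also over-represented. These 5 pathways were over-represented among the genes that rose in LPS+NXT-Exo vs LPS too.

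Genes that rose in LPS vs NC were over-represented in xenobiotic metabolism by cytochrome P450 (13 of 36, adjusted p = 0.0007), complement and coagulation (14 of 42, adjusted p = 0.000779) and glycosaminoglycan degradation (10 of 19, adjusted p = 0.000158). The wider KEGG term of ER protein processing was not over-represented among them by the same hypergeometric test (29 of 182, 17.0 expected, adjusted p = 0.0736), although camera called the shorter ER list. Genes that fell in LPS+NXT-Exo vs LPS were over-represented in glutathione metabolism (19 of 55, adjusted p = 6.15e-06), the cell's main thiol buffer, and in ferroptosis, an iron-dependent form of cell death (10 of 34, adjusted p = 0.0113). Genes that rose in LPS+Ctl-Exo vs LPS were over-represented in dilated cardiomyopathy (5 of 58, adjusted p = 4.55e-06), a term of heart muscle genes such as Myh6, Myh7 and Actc1. That test rested on 10 annotated genes, the heart genes among them had been picked after their values were seen, and leaving out 1 library took the 36 changed genes of this comparison to between 2 and 74.

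A hypothesis was that the LPS libraries show a wider fall of growth genes, which may reach ribosome biogenesis as well as cell division. The median log2 fold change of 25 ribosome biogenesis genes in LPS vs NC was -0.92 (SD 0.47), 25 of 25 were lower and 10 changed by both thresholds of edgeR's test. In LPS+NXT-Exo vs LPS the median was 0.86, with 25 of 25 higher, and in LPS+NXT-Exo vs NC it was -0.067 with 0 changed by edgeR's test (3 with an adjusted p below 0.05, all lower). The prediction, a median of -0.5 or lower, was met, which does not tell LPS from culture state.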
